# Impact of fetal exposure to mycotoxins on longissimus muscle fiber hypertrophy and miRNA profile

**DOI:** 10.1186/s12864-022-08794-0

**Published:** 2022-08-16

**Authors:** M. A. Greene, A. N. S. Udoka, R. R. Powell, R. E. Noorai, T. Bruce, S. K. Duckett

**Keywords:** Sheep, Mycotoxin, Muscle fiber, Hypertrophy, miRNA

## Abstract

**Background:**

Longissimus muscle samples were collected from lambs exposed in utero to mycotoxins [E-, endophyte-free tall fescue seed without ergot alkaloids (negative control) or E + , endophyte-infected tall fescue seed containing ergot alkaloids] during mid-gestation (MID; E + /E-) or late-gestation (LATE; E-/E +) harvested at two developmental stages (FETAL, gestational d133) or (MAT, near maturity, 250 d of age; *n* = 3/treatment/developmental stage). Muscle samples were examined to determine the impact of in utero mycotoxin exposure on skeletal muscle fiber hypertrophy and the miRNA profile at FETAL and MAT.

**Results:**

Longissimus weight was greater (*P* < 0.05) in E + /E- lambs compared to E-/E + lambs at MAT; however, FETAL longissimus weight did not differ (*P* > 0.10) between fescue treatments. Type I fiber cross sectional area was larger (*P* < 0.10) for E + /E- than E-/E + at MAT but did not differ (*P* > 0.10) between fescue treatments at FETAL. Type II fiber area was larger (*P* < 0.05) at MAT in E + /E- compared to E-/E + but did not differ (*P* < 0.05) between fescue treatments at FETAL. Cross-sectional Type I and Type II longissimus muscle fiber area increased (*P* < 0.05) from FETAL to MAT by 6.86-fold and 10.83-fold, respectively. The ratio of Type II:Type I muscle fibers was lower (*P* = 0.04) at MAT compared to FETAL. There were 120 miRNA differentially expressed (q < 0.05) between FETAL and MAT. Maternal fescue treatment did not alter (q > 0.05) expression of miRNAs in the longissimus muscle. miR-133, -29a, -22-3p, and -410-3p were identified as highly significant with a log_2_ fold change > 4. In vitro satellite cell cultures showed that selected miRNAs (miR-22-3p, 29a, 27a, and 133a) are differentially regulated during proliferation and differentiation indicating a role of miRNA in muscle hypertrophy.

**Conclusions:**

Exposure to mycotoxins did not alter fiber type but had long-term impacts on postnatal muscle hypertrophy and cross-sectional area. The miRNA profile of the longissimus was not altered by Maternal mycotoxin exposure at FETAL or MAT. Developmental age altered the miRNA transcriptome and mRNA expression of known genes related to muscle growth. These results indicate that Maternal exposure to E + fescue seed during LATE gestation can alter postnatal muscle hypertrophy in sheep; however, these changes are not regulated by the miRNA transcriptome of the longissimus muscle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08794-0.

## Background

Mammalian myogenesis begins in utero and muscle fiber number is established prior to birth [1, 2]. Ovine muscle development begins with primary myogenesis which is complete day 38 of gestation [3] and is followed by secondary myogenesis which is complete by day 85 – 90 of gestation [4, 5]. After d 85–90, skeletal muscle growth is regulated by hypertrophy of existing muscle fibers. Satellite cells are responsible for hypertrophic growth (increased cross-sectional area) and provide increased DNA content for multinucleated muscle fibers to support greater protein synthesis [6]. Satellite cells are found in the basement membrane of muscle tissue adjacent to the myofibers and are in a state of dormancy [7]. Satellite cell activation is regulated by PAX7 and MSTN transcription factors [8]. These cells when activated will proliferate and differentiate to fuse with existing myofibers for growth and repair of tissue [9].

Secondary myogenesis in hindlimb muscle is influenced by maternal undernutrition [10–12] and offspring that are small for gestational age (i.e. runts) have a lower number of secondary fibers [13]. Muscle hypertrophy in late gestation and during postnatal growth are dependent on satellite cell proliferation and fusion. microRNAs (miRNAs) may be involved in regulating satellite cell activation [14] and proliferation/differentiation [15]. miRNAs are small noncoding RNAs that regulate 60% of protein coding gene expression post transcriptionally [16]. miRNA usually repress gene expression through complementary binding with target mRNAs 3’ untranslated regions [17]. Our previous research has shown that maternal consumption of ergot alkaloids, a class of mycotoxins from endophyte-infected tall fescue [E + ; *Lolium arundinaceum* (Schreb.) Darbysh, infected with *Epichloe coenophiala*], during gestation can alter muscle mass, fiber number, and miRNA expression in the fetal semitendinosus muscle [18]. Additional research found that mycotoxin exposure during late gestation also caused long-term effects on longissimus muscle during postnatal growth [19]. Therefore, the objective of this experiment was to examine the impact of mycotoxin exposure during mid- or late-gestation on longissimus muscle fiber hypertrophy and miRNA transcriptome at two developmental stages (FETAL, gestational d 133 or MAT, near maturity) to better understand how miRNAs are involved in muscle hypertrophy.

## Results

### Lamb and muscle mass

The interaction between maternal fescue treatment and developmental stage was significant (*P* < 0.001) for longissimus muscle weight (Fig. 1A). At fetal stage (gestational d 133 or gd133), longissimus muscle mass did not differ by mycotoxin treatment; however, E + /E- (MID) lambs had greater longissimus muscle mass than E-/E + (LATE) lambs at MAT stage. Longissimus muscle mass increased by 1437% from d 133 of gestation to maturity (MAT). Lamb body weight increased (*P* < 0.0001) by 1108% from FETAL (gd133) to MAT (59 kg; Fig. 1B).

**Fig. 1:**

Changes in longissimus muscle weight (**A**), body weight (**B**), and cross-sectional fiber area (**C**) in lambs exposed to mycotoxins (E + /E- vs. E-/E +) at two developmental stages (FETAL, gestational d 133 vs. MAT, near maturity). ^abc^Means with differing superscripts differ *P* < 0.05. ^def^Means with differing superscripts differ *P* < 0.10

### Muscle fiber type

Muscle fiber histology images are displayed in Fig. 2. The interaction between fescue seed treatment and animal age was significant (*P* = 0.003) for Type II cross sectional area and tended to be significant (*P* = 0.081) for Type I (Fig. 1C). Type I fiber cross sectional area was larger (*P* < 0.10) for E + /E- than E-/E + at MAT but did not differ (*P* > 0.10) by mycotoxin exposure at FETAL age. Type II fiber area was larger (*P* < 0.05) at MAT in E + /E- compared to E-/E + but did not differ (*P* < 0.05) between fescue treatments at FETAL age. Cross-sectional Type I and Type II longissimus muscle fiber area increased (*P* < 0.05) from FETAL to MAT by 6.86-fold and 10.83-fold, respectively. Animal age altered (*P* < 0.05) longissimus muscle fiber types; however, mycotoxin exposure and the interaction with animal age was non-significant (*P* > 0.28) for muscle fiber types (Table 1). MAT lambs had increased (*P* < 0.05) Type I fibers and reduced (*P* < 0.05) Type II fibers as a percentage of the total fibers when compared to FETAL lambs. Within the Type II fiber family, Type IIa and IIx were also examined. MAT lambs had reduced (*P* < 0.05) Type IIa fibers and increased (*P* < 0.05) Type IIx fibers as a percent of the total Type II fibers when compared to FETAL lambs. The ratio of Type II/Type I fibers was reduced (*P* < 0.05) for MAT lambs when compared to FETAL lambs.

**Fig. 2:**

Histology images of the longissimus muscle stained using immunofluorescence for Type I (green) and Type II (orange) muscle fibers by mycotoxin exposure and developmental stage (**A**: MAT, E-/E + ; **B**: FETAL, E-/E + ; **C**: MAT, E + /E-; **D**: FETAL, E + /E-). Histology images of the longissimus muscle stained using immunofluorescence for Type IIa (orange) and IIx (green) muscle fibers (**E**: MAT, E-/E + ; **F**: FETAL, E-/E + ; **G**: MAT, E + /E-; **H**: FETAL, E + /E-)

**Table 1:** Changes in muscle fiber type and cross-section area in longissimus muscle (LM) of lambs exposed to mycotoxins (E + or E-) during mid- (E + /E-) or late-gestation (E-/E +) and examined at two developmental time points (FETAL or MAT)

**Developmental stage**	**FETAL**		**MAT**		
**In utero mycotoxin exposure (mid/late)**	**E-/E + **	**E + /E-**	**E-/E + **	**E + /E-**	**SEM**
***Fiber type*** Type I, %	8.09^a^	7.11^a^	14.84^b^	10.81^b^	2.244
Type II, %	91.91^a^	92.89^a^	85.16^b^	89.19^b^	2.244
IIa, %	44.49^a^	46.37^a^	32.69^b^	37.07^b^	4.488
IIx, %	55.51^a^	53.63^a^	67.31^b^	62.93^b^	4.488
Ratio II/I	14.02^a^	15.94^a^	7.37^b^	8.79^b^	2.918

^ab^Means in the same row with uncommon superscripts differ by AGE (*P* < 0.05)

### miRNA sequencing

In utero mycotoxin exposure did not alter (q > 0.05) the expression of miRNAs in the longissimus muscle; whereas animal age had a major impact on miRNA expression. 

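Small RNA was sequenced from the longissimus muscle, the long muscle of the back, of 12 male lambs in 4 groups of 3 lambs, with the lamb as the experimental unit. The ewes ate endophyte-infected tall fescue seed (E+), the source of the ergot alkaloid mycotoxins, at 1.77 mg of ergovaline and ergovalinine per head per d, or endophyte-free seed (E-). E+ seed was fed from gestational d 35 to 85 for E+/E- (MID) and from gestational d 86 for E-/E+ (LATE), which ended on d 133 for the ewes of the FETAL lambs. FETAL muscle was collected on gestational d 133 and MAT muscle near maturity, which the paper's methods give as an average of 236 d of age and the sample labels as d 250. The FETAL lambs were from pregnancies terminated for collection. The MAT lambs were from a separate experiment, and were castrated and fed a high concentrate diet after weaning. Castration, diet and experiment therefore go with stage and cannot be told apart from age. The values used are the authors' deposited counts of reads per mature miRNA, which are not normalized. They cover 456 miRNAs, of which 148 are known sheep miRNAs and 308 were predicted by the authors from hairpin structure. To make the counts, the authors trimmed the reads and kept those in the size range of miRNAs, mapped them with Bowtie to the Texel sheep genome, identified known miRNAs with mirdeep2 against miRBase, removed reads of other RNA classes, and predicted further miRNAs with miREvo and mirdeep2. How reads that match several near-identical miRNAs, such as members of the let-7, miR-30 and miR-200 families, were assigned is not given in the sources used here, so values of single members are uncertain to this extent. The total count per lamb ranged from 1683172 to 7596683 (median 5604042) for FETAL E+/E-, from 5142259 to 10680597 (median 6112758) for FETAL E-/E+, from 965012 to 1546944 (median 1184949) for MAT E+/E- and from 1604688 to 3567134 (median 2038898) for MAT E-/E+. For the tests, miRNAs with too few counts were removed with the filterByExpr function of edgeR (minimum count 10, minimum total count 15), which kept 122 known and 26 predicted miRNAs. Counts were normalized by the trimmed mean of M-values (TMM) and fitted with edgeR's quasi-likelihood test over the 4 groups, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Abundance is given as CPM, the count scaled to the total of all miRNA counts of a library. TMM assumes that most miRNAs keep their level, and the number of miRNAs called higher or lower at MAT depended on the scaling.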

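No single miRNA passed the test between the mycotoxin treatments in the longissimus muscle at either stage. Every lamb was exposed to E+ seed, in mid or in late gestation. The test therefore compares times of exposure, and an effect that both exposures share cannot be seen. At FETAL, the smallest p-values belonged to miR-493-3p and miR-3956-5p, which were 2.00 (SE 0.70) and 2.10 (SE 0.78) higher in E-/E+ than in E+/E- on the log2 scale, and on the lower side to miR-323b at -1.62 (SE 1.04) and miR-409-5p at -0.75 (SE 0.58), each with adjusted p = 0.988 from edgeR (n = 3 lambs per group). At MAT, miR-485-3p was 3.20 (SE 1.1) and the predicted miRNA novel_737 was 3.56 (SE 1.32) higher in E-/E+, each with adjusted p = 0.524 from edgeR, whereas miR-3959-3p was at -2.03 (SE 1.42) with adjusted p = 0.655 from edgeR. miR-3958-5p had 5 counts over MAT E+/E- and 0 over MAT E-/E+ (adjusted p = 0.524 from edgeR), too few to give a fold. The muscle-specific miR-133 had a log2 difference of -0.38 (SE 0.80) at FETAL and 1.60 (SE 0.81) at MAT. Within MAT E-/E+, replicate 2 held the highest CPM of miR-485-3p (56.6), of novel_737 (13.7) and of miR-133 (406281). Averaged over both stages, novel_194 and miR-3956-5p were 2.57 (SE 0.84) and 1.53 (SE 0.56) higher in E-/E+, and miR-29b was at -1.08 (SE 0.79). edgeR called 0 of 148 miRNAs at FETAL, at MAT and averaged over the stages, and DESeq2 also called 0 in each. At an unadjusted p under 0.05, edgeR gave 3 miRNAs at FETAL, 12 at MAT and 10 averaged over the stages, where 7.4 are expected by chance. The interaction of treatment with stage also gave 0 miRNAs with edgeR and with DESeq2, and 3 at an unadjusted p under 0.05 from edgeR. Of 10 miRNA lists tested with camera for the averaged treatment, none passed. The smallest value belonged to the predicted miRNAs, at adjusted p = 0.102 from limma's camera and adjusted p = 0.913 with an estimated correlation. That list passed toward higher values in E-/E+ under 4 other scalings, at adjusted p = 0.0278 with RLE, 0.0156 with the upper quartile, 0.00543 with library size only and 0.0337 with TMM outside the DLK1-DIO3 cluster, all from limma's camera. MAT E-/E+ replicate 2 held 1605 CPM of predicted miRNAs, against 403 to 692 CPM in the other MAT libraries. With 3 lambs per group the median SE of a log2 difference was 0.91 at each stage, and in counts simulated for the FETAL comparison the same test recovered 22.2% of differences of log2 2 and 86.2% of differences of log2 4. From the unaltered miRNAs and the smaller muscle fibers after LATE exposure, the paper concludes that the postnatal change in hypertrophy does not appear to be regulated by the miRNA profile of this muscle.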

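Muscle of FETAL and MAT lambs differed in the same direction across most of the variance between the 12 libraries. On the first principal component, which held 66.1% of the variance of log2 CPM, FETAL lambs scored from -21.6 to -9.90 and MAT lambs from 10.8 to 19.9, with no overlap. The miRNAs with the strongest weight toward MAT were novel_120, miR-29b, miR-29a, miR-30b and miR-22-3p, and those toward FETAL were miR-543-3p, miR-410-3p, miR-3956-3p, miR-3956-5p and miR-381-3p. The second component held 15.3% of the variance and separated lambs of the same stage. On it, FETAL E+/E- replicate 3 and FETAL E-/E+ replicate 1 scored -11.1 and -13.1 against 2.65 to 5.60 for the other FETAL lambs, and MAT E-/E+ replicate 2 scored 20.3 against -4.80 to -0.478 for the other MAT lambs. The weights of the second component were largest for novel_198, novel_67, let-7b and miR-181a on its higher side and for miR-136, miR-382-3p and miR-379-5p on its lower side. Across miRNAs, the median Spearman correlation was 0.928 between libraries of the same group, 0.944 between treatments of the same stage and 0.780 between stages, where miRNAs are not independent replicates. The stage difference in mean score on the first component was 33.5 (two-sided exact permutation test over 924 regroupings, p = 0.00216, the smallest that 6 against 6 lambs allow), and the stages were apart by 2.85 on the second (same exact test, p = 0.626). Treatment labels permuted within stage (400 regroupings, two-sided exact permutation test) gave p = 0.26 for the first component, p = 0.66 for the second and p = 0.035 for the third, which held 4.86% of the variance, with no adjustment for the 3 components.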

Figure 3 displays the principal component analysis showing that FETAL samples and MAT grouped together and maternal mycotoxin treatment does not impact sample clustering. 

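From FETAL to MAT, 62.2% of the miRNAs tested in longissimus muscle changed, and 58 of the 92 that passed are on a fixed list of conserved miRNAs of 1 genomic cluster. This was 48 of 95 with RLE, 44 of 94 with the upper quartile, and 45 of 100 without the 3 libraries apart on the second principal component, an alternative chosen after seeing the data. Of 63 miRNAs tested on this list, of the imprinted DLK1-DIO3 locus, where the callipyge mutation of muscle hypertrophy in sheep lies, 58 were lower at MAT, none was higher and 5 did not pass (59 lower when adjusted over the list alone). Their median log2 fold change was -3.54, against 0.69 for the miRNAs not on the list, and it was -3.52 with miR-323a-5p, which had 86 counts at FETAL and 0 at MAT, at its bound of at least 8.49-fold lower (3 counts over all MAT libraries). By the gene order of the ARS-UI_Ramb_v3.0 assembly, 9 miRNAs not on the list, arms of miR-3955 to miR-3959, also lie in the locus, and 7 of them were lower. The 76 tested miRNAs not placed there had a median of 0.83. Together the miRNAs of the list took 31.2% ± 11.7 (SD, n = 6) of all counts at FETAL and 1.62% ± 0.94 (SD, n = 6) at MAT (two-sided exact permutation test, p = 0.00216, the smallest possible). Among the most certain declines were miR-382-5p at -4.08 (SE 0.44) and miR-655-3p at -4.09 (SE 0.47), with adjusted p = 8.62e-07 and adjusted p = 1.58e-06 from edgeR. Outside the cluster, the miR-26 and miR-29 families, which the literature links to myoblast differentiation and to satellite cells, had 4 of 4 members higher at MAT (4 when adjusted over the list alone), among them miR-26a at 2.24 (SE 0.48), miR-26b at 2.21 (SE 0.47) and miR-29b at 5.22 (SE 0.91). For the scaling called TMM outside the cluster, factors came from miRNAs not on the list, which keeps the 9 others of the locus. With it, 2 of 4 members were higher, and miR-26a and miR-26b, each at 0.91, did not pass. The miR-30 family had 5 of 5 members higher (5 when adjusted over the list alone), with miR-30b at 3.47 (SE 0.62), but 3 of 5 were higher with library size only and 1 of 5, miR-30b, with TMM outside the cluster. There the family's median of 1.73 was 0.38, and miR-30a-3p, at 1.24 with TMM, was at -0.07. miR-30a-3p also did not pass without MAT E+/E- replicate 3 (1.05). Of the 4 miRNAs tested on the list of those that the study measured in satellite cells, miR-133, miR-29a and miR-22-3p were higher (3 when adjusted over the list alone) and miR-27a, at -0.33 (SE 0.43), did not pass, although it was lower, at -1.73, with TMM outside the cluster. For these cells the study's results name miR-27a and miR-133a and its methods miR-27b and miR-133. The entries used here are miR-27a and a miR-133 without a letter, which cannot be told from the name to be miR-133a, and miR-27b is not analysed here. The study chose these on the present samples, so this list is not independent evidence of its direction. The let-7 family, regulators of developmental timing, had 1 of 7 members higher (1 when adjusted over the list alone), let-7g at 1.80 (SE 0.46). let-7f was also higher with RLE and the upper quartile, whereas with TMM outside the cluster let-7g, at 0.50, did not pass and 5 other members were lower, as 3 were with library size only. None of the 5 miRNAs of the proliferation-linked miR-17-92 clusters and none of the 3 of the miR-23/24/27 clusters passed with TMM (0 when adjusted over each list alone), and 1 of 4 did in the miR-10, miR-99 and miR-125 families, miR-10b at 2.20 (SE 0.67; 1 when adjusted over the list alone). In the same order, 3, 2 and 3 members were higher with RLE and 4, 2 and 3 with the upper quartile, whereas with TMM outside the cluster none was higher and miR-27a and miR-125b were lower. In all, 92 of 148 miRNAs passed an adjusted p of 0.05 in edgeR. Of these, 56 had no overlap between the 6 FETAL and the 6 MAT libraries, but passing the test already selects for this. Of all those tested, passing or not, 56 of 122 known and 2 of 26 predicted miRNAs had no overlap. Chance gives this for 0.216% of unselected miRNAs, and miRNAs of 1 cluster are not independent. The lists were written after the paper's fold changes from these same libraries had been seen. Tests of them are therefore not independent evidence of direction. In limma's camera test over 10 lists, the cluster passed at adjusted p = 1.16e-18, the miR-26 and miR-29 families at adjusted p = 0.000812, the satellite cell miRNAs at adjusted p = 0.00369 and the miR-30 family at adjusted p = 0.00464. With an estimated correlation the cluster remained at adjusted p = 3.6e-05 from limma, and the others were at adjusted p = 0.0604, 0.0968 and 0.0604 in the same order. The predicted miRNAs also passed camera, at adjusted p = 0.0168 from limma, but at adjusted p = 0.313 with an estimated correlation. The lists that did not pass were at adjusted p = 0.0569 for the epithelial miRNAs, 0.119 for miR-17-92, 0.119 for the miR-10, miR-99 and miR-125 families, 0.283 for miR-23/24/27 and 0.331 for let-7, all from limma's camera. The miR-17-92 clusters, the miR-10, miR-99 and miR-125 families and the miR-23/24/27 clusters had medians of 1.17, 0.93 and 0.90 with TMM, 1.87, 1.66 and 1.54 with RLE, 2.12, 2.00 and 1.81 with the upper quartile, 0.71, 0.68 and 0.31 with library size only, and -0.20, -0.37 and -0.45 with TMM outside the DLK1-DIO3 cluster. The let-7 median, in the same order of scalings, was -0.39, 0.12, 0.41, -1.04 and -1.76. Of its own results by age, the paper states that the miRNA transcriptome of the longissimus changes during the period of prenatal to postnatal hypertrophy.

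**Figure D1:**
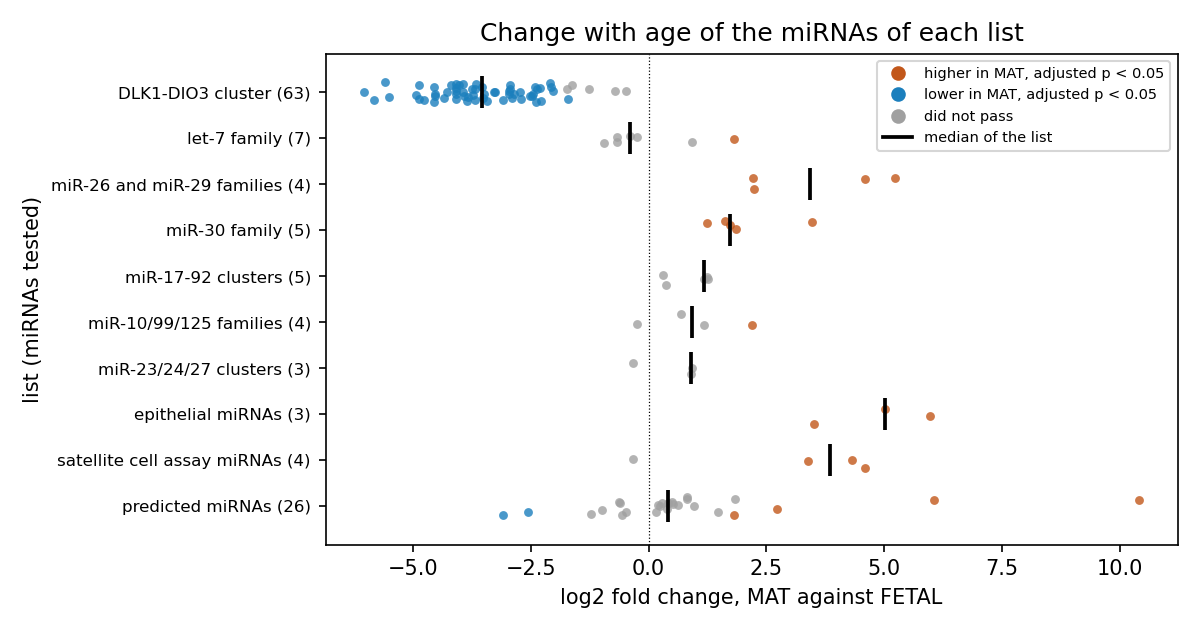
Log2 fold change from FETAL to MAT (horizontal axis) of each tested miRNA in 10 lists (vertical axis, number tested in parentheses), from edgeR with TMM. Each point is 1 miRNA, orange if higher and blue if lower at MAT at an adjusted p under 0.05, grey if it did not pass, and the black bar is the median of the list. The DLK1-DIO3 cluster lies around -3.54, with all 63 points below 0, whereas the miR-26 and miR-29 families lie above 2.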

There were 120 miRNAs that were differentially expressed (q < 0.05) between FETAL and MAT age (Fig. 4, Supplemental Table 1). 

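At MAT, 25 miRNAs were higher and 67 were lower than at FETAL. The largest increases by the fitted value among miRNAs with no overlap between the stages were those of novel_120, miR-200c at 5.02 (SE 0.99), miR-29a and miR-22-3p on the log2 scale. The fitted 10.40 (SE 1.01) of novel_120 rests on 5 counts over FETAL, too few for an exact fold. miR-200c belongs to a family of epithelial miRNAs, and its CPM was 200 and 133 in MAT E+/E- replicate 2 and MAT E-/E+ replicate 3 against 1.78 to 29.4 in the other 10 libraries. Among the largest declines were those of miR-410-3p and of miR-543-3p at -5.51 (SE 0.80). miR-3956-3p, miR-3958-5p and miR-329b-5p also fell without overlap, from 2619, 837 and 754 counts over FETAL to 7, 5 and 4 over MAT, and their fitted log2 fold changes of -6.83, -6.66 and -5.60 rest on too few MAT counts to be ranked. The miRNAs named are the largest by the fitted value among 8 miRNAs that rose and 44 that fell without overlap and with a mean of at least 10 CPM. The split between higher and lower depended on the scaling, which moved the log2 fold changes of single miRNAs against TMM. The median of these moves was 0.61 with RLE, 0.89 with the upper quartile, -0.61 with library size only and -1.34 with TMM outside the DLK1-DIO3 cluster. The split was 40 higher and 55 lower with RLE, 43 and 51 with the upper quartile, 20 and 74 with library size only, 11 and 88 with TMM outside the cluster, and 43 and 61 with DESeq2. Under all 5 scalings of edgeR, 11 miRNAs were higher and 51 were lower. Relative to the miRNAs not on its list, the median of the listed cluster miRNAs was between -4.26 and -4.19 in each. A scaling shifts all miRNAs nearly alike, so this relative value could hardly change and is no test of the scaling. Without MAT E-/E+ replicate 3, 40 miRNAs were higher and 60 lower. Leaving out the 3 libraries apart on the second principal component, an alternative chosen after seeing the data, gave 42 higher and 58 lower.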

Sixty-three miRNA were upregulated in MAT tissue and 57 were down-regulated in MAT tissue when compared to FETAL tissue. 

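The authors' file lists 308 predicted miRNAs, which together made up a small part of the counts. They summed to 644 ± 403 CPM (SD, n = 6) at FETAL and 697 ± 460 CPM (SD, n = 6) at MAT (two-sided exact permutation test, p = 0.838), against known miRNAs at 99.9% of the counts in each stage. Within MAT, replicate 2 of E-/E+ had 1605 CPM and the other 5 libraries 403 to 692 CPM. Only 26 of the predicted miRNAs had enough counts to be tested by age. Among these 6 passed an adjusted p of 0.05 in edgeR (4 when adjusted over the list alone), and with no filter on low counts 15 of 308 passed.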

Twenty-one novel miRNAs were identified. 

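Of the 26 predicted miRNAs tested, 4 were higher and 2 were lower at MAT. The miRNA novel_120 was nearly absent at FETAL, at 0.12 ± 0.21 CPM (SD, n = 6; 5 counts in all), and reached 144 ± 70.4 CPM (SD, n = 6; 1824 counts) at MAT. Its fitted log2 fold change of 10.40 (SE 1.01, adjusted p = 4.94e-07 from edgeR) is not an exact fold, given 5 FETAL counts. novel_120 was higher in every MAT library than in every FETAL library and was higher at MAT under all 5 scalings. novel_135 rose by 6.06 (SE 1.25, adjusted p = 0.000511 from edgeR), but its CPM was 224 and 225 in MAT E+/E- replicate 2 and MAT E-/E+ replicate 3 and at most 8.97 in the other 10 libraries. novel_331 rose by 2.72 (SE 0.86) and novel_181, named after its values were seen, by 1.81 (SE 0.65), and neither passed with TMM outside the DLK1-DIO3 cluster, nor novel_181 with library size only. novel_129 was at -3.08 (SE 0.75, adjusted p = 0.00167 from edgeR), with 38.2 ± 24.4 CPM (SD, n = 6) at FETAL and 2.48 ± 1.28 CPM (SD, n = 6) at MAT, and novel_567, also named after its values were seen, was at -2.55 (SE 1.06) and did not pass with RLE or the upper quartile. The list passed limma's camera at adjusted p = 0.0168 toward higher values at MAT but was at adjusted p = 0.313 with an estimated correlation, and its median of 0.40 was 1.02 with RLE, 1.27 with the upper quartile, -0.15 with library size only and -0.96 with TMM outside the cluster. The list did not pass camera without MAT E-/E+ replicate 2. The number of predicted miRNAs passing was 10 without MAT E+/E- replicate 2 and 10 without MAT E-/E+ replicate 1.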

One novel miRNA was down-regulated in MAT muscle and 20 were up-regulated in MAT muscle when compared to FETAL.

**Fig. 3:**
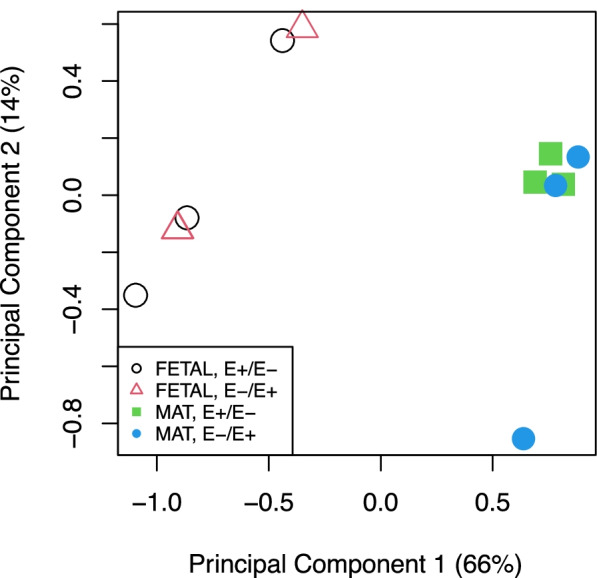
Principle component analysis of miRNA sequencing samples

**Fig. 4:**

Cluster analysis of differentially expressed miRNA showing the effect of mycotoxin exposure (E + /E- vs E-/E +) and developmental stage (FETAL, gestational d 133 vs MAT, near maturity). Red indicates increased log fold change while blue shows a decreased log fold change

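The change from FETAL to MAT ran the same way in both mycotoxin treatments. Within E+/E-, 17 miRNAs were higher and 51 were lower at MAT, and within E-/E+ 22 were higher and 53 were lower, at an adjusted p under 0.05 from edgeR (3 against 3 lambs in each). Of these, 15 were higher and 44 were lower in both treatments, where independent lists of these sizes share 2.53 and 18.3, and 0 passed in opposite directions. miR-22-3p rose by 3.58 (SE 0.67) in E+/E- and by 5.07 (SE 0.72) in E-/E+, and miR-299-5p was at -5.36 (SE 0.79) and -4.53 (SE 0.76). miR-133 rose by 2.39 (SE 0.84) in E+/E- and by 4.36 (SE 0.91) in E-/E+, a difference of 1.97 (SE 1.14, adjusted p = 1 for the interaction from edgeR), and miR-10b was at 2.81 (SE 0.96) and 1.60 (SE 0.92), with an interaction of -1.21 (SE 1.28, adjusted p = 1 from edgeR).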

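miR-133, a muscle-specific miRNA that promotes myoblast proliferation and fusion, was higher at MAT in all 6 lambs than in any FETAL lamb. It was present at 26706 ± 18609 CPM (SD, n = 6) at FETAL and 155800 ± 126299 CPM (SD, n = 6) at MAT, 2.67% ± 1.86 and 15.6% ± 12.6 of all miRNA counts. The log2 fold change was 3.38 (SE 0.62, adjusted p = 0.000133 from edgeR), and from 2.02 to 4.13 over the 5 scalings. MAT E-/E+ replicate 2 held 406281 CPM and the other MAT libraries 63338 to 137536 CPM. It is the 1 member of the fixed list of muscle miRNAs found among those sequenced, and miR-1, miR-206 and miR-486 are not analysed here.

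**Figure D2:**
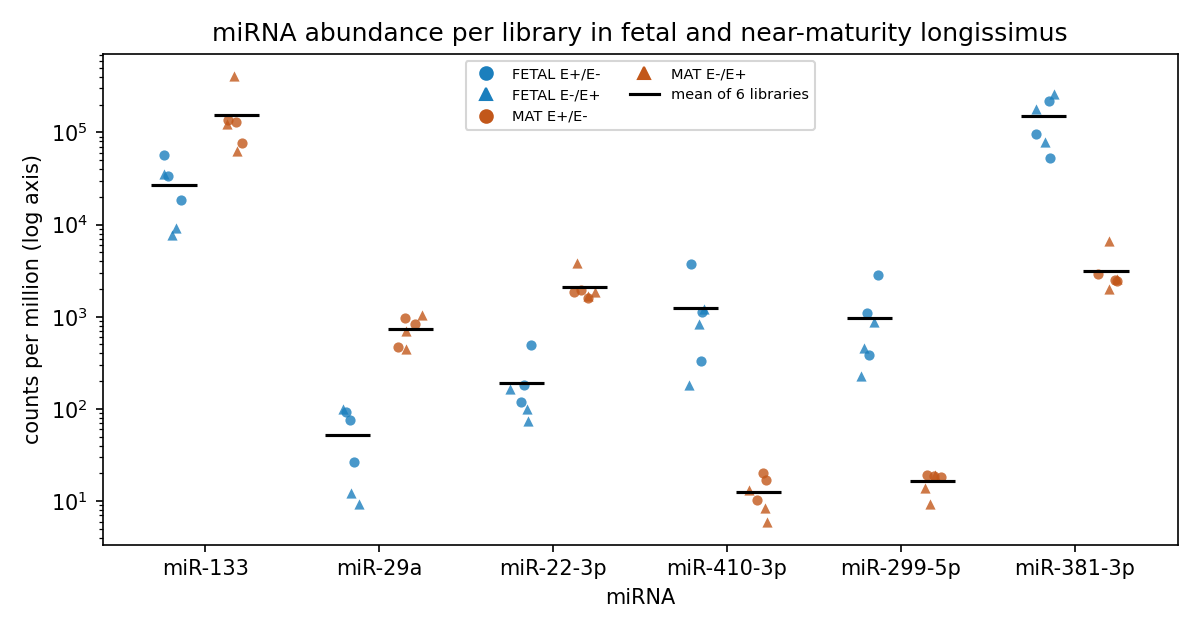
CPM on a log axis of 6 miRNAs in each of the 12 libraries, by stage, where each point is 1 lamb (circles E+/E-, triangles E-/E+, blue FETAL, orange MAT) and the black bar is the mean of 6. miR-133, miR-29a and miR-22-3p are higher in every MAT library, whereas miR-410-3p, miR-299-5p and miR-381-3p are higher in every FETAL library.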

Current miRNAs sequencing showed a high abundance of miR-133 in all samples, and MAT samples had a 4.02 log_2_ fold change increase (q = 2.44E-13) in expression compared to FETAL samples. 

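miR-29a and miR-22-3p both rose between the stages without overlap of the lambs. The paper links miR-29a to satellite cell activation and proliferation, but also cites that it inhibits proliferation of mouse myoblasts. It links miR-22-3p to the conversion of oxidative to glycolytic fibers, and its overexpression to more differentiation and less proliferation of myoblasts. miR-29a was at 52.6 ± 41.2 CPM (SD, n = 6) at FETAL and 743 ± 253 CPM (SD, n = 6) at MAT, a log2 fold change of 4.59 (SE 0.58, adjusted p = 3.46e-06 from edgeR). miR-22-3p was at 189 ± 156 CPM (SD, n = 6) at FETAL and 2121 ± 857 CPM (SD, n = 6) at MAT, a log2 fold change of 4.32 (SE 0.49, adjusted p = 1.42e-06 from edgeR). Over the 5 scalings the log2 fold change was 3.21 to 5.38 for miR-29a and 2.97 to 5.17 for miR-22-3p. For miR-22-3p the highest library of each stage stood apart, at 496 CPM in FETAL E+/E- replicate 1 against 74.4 to 180 in the others and at 3850 CPM in MAT E-/E+ replicate 2 against 1588 to 1929.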

The miR-29a expression for MAT samples was 5.22 log_2_ fold change greater (q = 3.93E-27) when compared to FETAL samples. miR-22-3p expression was increased (q = 5.15E-37) by 4.94 log_2_ fold change for MAT samples compared to FETAL samples. 

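miR-410-3p, overexpression of which increases myoblast proliferation, and miR-299-5p both belong to the DLK1-DIO3 cluster and were lower in every MAT lamb than in every FETAL lamb. miR-410-3p fell from 1233 ± 1281 CPM (SD, n = 6) at FETAL to 12.4 ± 5.33 CPM (SD, n = 6) at MAT, a log2 fold change of -5.82 (SE 0.58, adjusted p = 4.94e-07 from edgeR). miR-299-5p fell from 975 ± 960 CPM (SD, n = 6) to 16.4 ± 4.04 CPM (SD, n = 6), a log2 fold change of -4.94 (SE 0.55, adjusted p = 1.09e-06 from edgeR). The ranges over the 5 scalings were -7.21 to -4.91 and -6.31 to -4.09. FETAL E+/E- replicate 1 was the highest library for both, with 3707 CPM of miR-410-3p against 182 to 1216 in the other FETAL libraries and 2819 CPM of miR-299-5p against 227 to 1092.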

Expression of miR-410-3p was reduced (q = 2.66E-23) by 5.19 log_2_ fold change for MAT samples compared to FETAL samples. miR-299-5p was reduced (q = 1.25E-22) by -4.39 log_2_ fold change. 

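At FETAL, 5 miRNAs held 52.3% of all miRNA counts on average. miR-148a was first by the mean at 182416 ± 183417 CPM (SD, n = 6), followed by the DLK1-DIO3 miRNAs miR-381-3p at 148859 ± 85194 CPM and miR-127 at 74436 ± 25459 CPM, then let-7i at 66729 ± 25808 CPM and let-7a at 50164 ± 27341 CPM (each SD, n = 6). let-7b at 48655 ± 38060 CPM and let-7f at 47993 ± 24522 CPM (SD, n = 6) came next, within the spread of let-7a. miR-381-3p and miR-127 then declined with age, with log2 fold changes of -4.86 (SE 0.62, adjusted p = 3.46e-06 from edgeR) and -2.71 (SE 0.61, adjusted p = 0.000866 from edgeR). The order was not fixed by these data. miR-381-3p was first by the median CPM and without FETAL E-/E+ replicate 1, and let-7i came before miR-127 with TMM-scaled library sizes and without FETAL E+/E- replicate 1. let-7f took the fifth place with TMM-scaled library sizes and without FETAL E+/E- replicate 1, FETAL E-/E+ replicate 2 or FETAL E-/E+ replicate 3, and let-7b without FETAL E+/E- replicate 3. let-7b was at 50941 to 107525 CPM in 4 FETAL libraries and at 3963 and 9666 CPM in the FETAL libraries apart on the second principal component.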

The most abundant miRNA at FETAL included miR-148a, -381-3p, and -127 and let-7i and -7f. The most abundant miRNAs at market weight (MAT) were miR-133, -148a, -26a, and -10b and let-7f.

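At MAT, 5 miRNAs held 59.0% of the counts on average. After miR-133, the next by the mean were miR-148a at 137538 ± 109039 CPM, miR-26a at 123350 ± 44634 CPM, miR-10b at 98754 ± 39747 CPM and let-7f at 74597 ± 24485 CPM (each SD, n = 6), and let-7g at 74243 ± 20326 CPM (SD, n = 6) lay within the spread of let-7f and took its place with TMM-scaled library sizes, with the median CPM, and without MAT E+/E- replicate 2 or MAT E-/E+ replicate 3. miR-26a rose from 33922 ± 11790 CPM at FETAL, in every MAT lamb above every FETAL lamb, with adjusted p = 0.000673 from edgeR. miR-10b rose from 22129 ± 17111 CPM (adjusted p = 0.00782 from edgeR). let-7f, with a log2 fold change of 0.93 (SE 0.50, adjusted p = 0.118 from edgeR), and miR-148a, with -0.24 (SE 0.75, adjusted p = 0.769 from edgeR), did not pass. let-7f was higher with RLE (1.65) and the upper quartile (2.03), and without any of FETAL E+/E- replicate 3, FETAL E-/E+ replicate 1, MAT E+/E- replicate 2, MAT E-/E+ replicate 1 and MAT E-/E+ replicate 3 alone. miR-148a was at 0.60 with RLE, at 1.03 with the upper quartile and at 0.38 to 1.00 without any of the first 4 of these libraries alone, and did not pass, but was higher, at 2.19, without the 3 libraries apart on the second principal component. With TMM outside the DLK1-DIO3 cluster, miR-26a (0.91), miR-10b (0.91) and let-7f (-0.36) did not pass. miR-26a came before miR-148a by the median CPM and without MAT E+/E- replicate 3 or MAT E-/E+ replicate 3. Without MAT E-/E+ replicate 2, miR-133 came after miR-148a, miR-26a and miR-10b. That library had the lowest miR-10b, at 21151 CPM against 100431 to 130878 in the other MAT libraries.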

A list of target mRNAs was generated from the FETAL vs MAT differentially expressed miRNAs for gene ontology analysis. Seventeen GO-terms belonging to the 3 ontology classes (molecular function, cellular component, and biological process) were enriched (*P* < 0.05) and are displayed in Fig. 5A. The gene targets of the differentially expressed miRNA of FETAL vs MAT were also annotated using the Kyoto Encyclopedia of Genes and Genomes to examine miRNA relationship to cellular pathways. Seventeen different pathways were enriched (*P* < 0.05; Fig. 5B). The Phosphoinositide 3 kinase – Protein Kinase B (PI3K – AKT) Signaling Pathway is a known pathway that is involved in skeletal muscle growth and development and enriched genes are displayed in Fig. 6 [20].

**Fig. 5:**
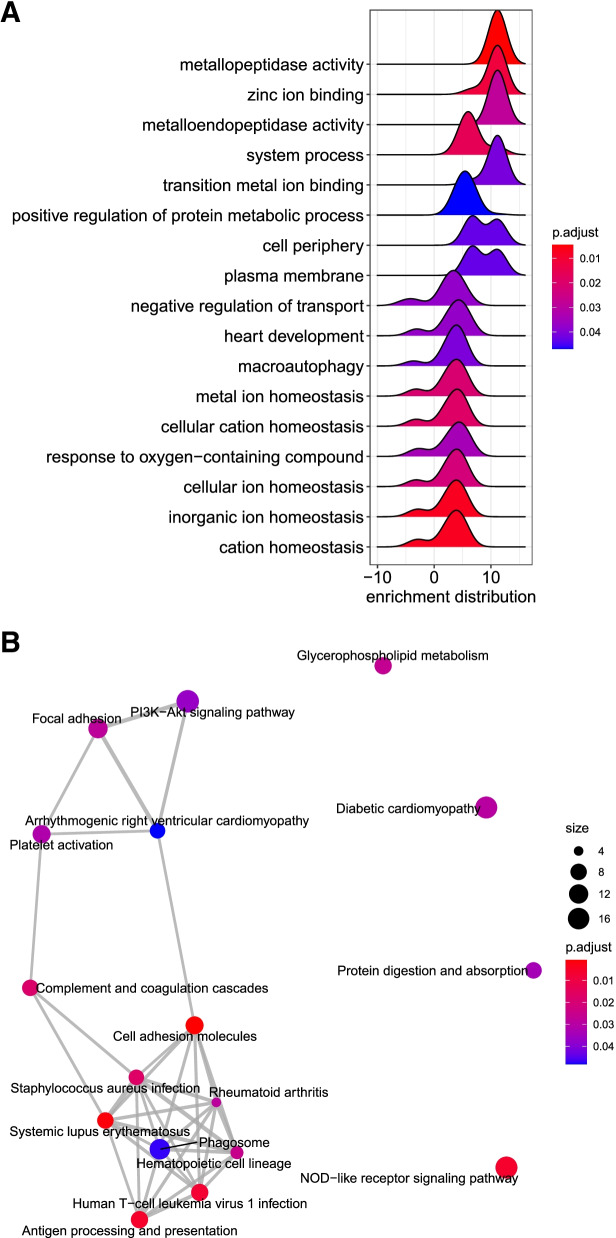
GOseq results of FETAL vs MAT miRNA sequencing predicted mRNA targets of differentially expressed miRNA (**A**). Peak size and location on the x-axis indicate the expression distributions of core enriched genes. *P*_*adj*_ is indicated by the color scale. KEGG pathway analysis clustering of FETAL vs MAT miRNA sequencing predicted mRNA targets of differentially expressed miRNA (**B**). Number of enriched genes in a pathway is indicated by the size of the circles and *P*_*adj*_ is shown by the color scale

**Fig. 6:**

PI3K – ATK Signaling Pathway with enriched genes from KEGG pathway analysis (oas04151; 62). The Kanehisa Laboratories have happily provided permission. Genes positively enriched are colored red and genes negatively enriched are colored in green

### Gene expression

miRNA sequencing was validated by qPCR (Fig. 7E, F). miR-22-3p and miR-29a were not affected (*P* > 0.05) by maternal fescue diet. miR-22-3p and 29a expression levels were increased (*P* < 0.001) for MAT samples compared to FETAL samples, in agreement with miRNA sequencing results.

**Fig. 7:**

Longissimus muscle mRNA expression for PAX7 (**A**, **B**), other mRNA involved in muscle growth (**C**, **D**), and miRNA (**E**, **F**) by mycotoxin exposure (E + /E- vs. E-/E +) and developmental stage (FETAL, gestational d 133 vs. MAT, near maturity). miRNA expression during the proliferation and differentiation of ovine satellite cells (**G**, **H**). ^abc^Means with differing superscripts differ *P* < 0.05

Expression levels of genes known to be influential in muscle growth and development were examined by qPCR (Fig. 7). The satellite cell marker, PAX7, had a two-way interaction (*P* < 0.05) between maternal treatment and developmental age (Fig. 7A, B). Fetal E-/E + muscle had increased PAX7 expression when compared to E + /E- samples; whereas PAX7 expression did not differ by fescue treatment at the MAT time point. The genes SMAD4, TAK1, and MTOR were upregulated (*P* < 0.05) for MAT samples when compared to FETAL samples (Fig. 7C, D). The expression of MSTN and TGFB1R were not different (*P* > 0.10) by maternal treatment or developmental age (Fig. 7C, D).

### In vitro

Expression of miR-29a, 27a, 22-3p, and 133a in satellite cells during proliferation and differentiation is shown in Fig. 7G (fold-change) and 7H (delta C_T_). In general, miRNA expression increased (*P* < 0.05) as satellite cells proliferated and then differentiated to form myotubes. miR-27a expression increased (*P* < 0.05) from d 1 to d 4 of proliferation and remained constant during differentiation. miR-29a increased (*P* < 0.05) during differentiation as compared to d 1 of proliferation but miR-29a expression did not differ during proliferation. miR-22-3p and miR-133a increased (*P* < 0.05) during both proliferation and differentiation. miR-22-3p was upregulated during proliferation by fivefold and during differentiation by 20-fold. miR-133a was upregulated by 300-fold at d 4 of differentiation compared to d 1 of proliferation.

## Discussion

The *longissimus thoracis et luborum* muscle is the largest muscle in the lamb carcass [21, 22]. At d 133 of gestation the longissimus is 2.5% of empty body weight and at a mature market weight the longissimus is increased to 3.5% of the empty body weight [18, 19]. These studies also concluded that LATE gestion exposure to mycotoxins altered muscle growth in utero that caused long-term phenotypic changes during postnatal growth. From gestational d 70 to parturition, roughly 80% of fetal growth occurs making this a critical time for development [23].

Fescue seed treatment during LATE (E-/E +) gestation did not alter muscle fiber type in the longissimus but did result in smaller muscle fibers at market weight even though fetal muscle fiber size was unchanged. These results show that exposure to mycotoxins during the LATE gestation period altered postnatal longissimus muscle growth of Type I and II fibers. Similarly, others reported that cross-sectional area of Type I and Type II fibers in the fetal (gestational d 133) semitendinosus muscle was not altered by exposure to mycotoxins fed during MID (E + /E-) or LATE gestation [18]. Duckett et al. (2014) found reduced cross sectional area for slow (Type I) and fast twitch (Type II) muscle fibers in the longissimus muscle at birth from lambs born to ewes consuming E + during both MID and LATE gestation. In contrast, maternal nutrient restriction from d 35—85 of gestation causes reduced fiber area in the longissimus of lambs at 17 weeks of age [24]. Other researchers [25] also observed that maternal nutrient restriction during the last 6 weeks of gestation alters muscle fiber area for Type I and II fibers in male offspring at market slaughter.

The results from the current study indicate that longissimus muscle mass increases during postnatal growth are due to extensive muscle fiber hypertrophy. Cross-sectional Type I and Type II longissimus muscle fiber area increased from FETAL to MAT by 6.86-fold and 10.83-fold, respectively. Cross-sectional area of beef cattle from birth to 24 months of age showed a 9 to tenfold increase in fiber size across 4 different breeds [26]. Additionally, cross-sectional area of longissimus muscle fibers increases 100% during gestation in sheep from d 90 to 135 of gestation [27].

Type I fiber number as a percentage was increased for MAT lambs compared to FETAL lambs. At birth, Type I fibers represent 10–20% of the total fibers and differences seen at the FETAL developmental stage could be due to the prenatal sampling time [28]. The ratio of secondary (Type II):primary (Type I) fibers for lamb at birth is 12:1 and for pigs it is 14:1 [7]. Skeletal muscle fibers can transition between Type I and II metabolic states [29]. Scheffler et al. [30] reported that muscle fiber hypertrophy and greater oxidative metabolism can occur during postnatal growth in pigs. These findings are consistent with increased cross-sectional area and increased percentage of Type I fibers during development.

Maternal mycotoxin exposure did not alter miRNA expression in the longissimus muscle of male lambs. These results are in contrast to previous reports where maternal fescue treatment altered a small number of miRNA expressed in semitendinosus muscle tissue of fetal lambs [18]. Muscles used for locomotion, such as the semitendinosus, tend to have an increased percentage of Type II fibers compared to muscles used for posture such as the longissimus [28]. The difference in fiber types and fiber metabolisms between hindlimb muscles and trunk muscles may contribute to miRNA expression differences seen in the current study.

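Several miRNAs known from cell types other than muscle fibers also changed with age in these muscle samples. The epithelial list had 3 of 3 members higher at MAT (3 when adjusted over the list alone), miR-200b at 5.96 (SE 1.29), miR-200c and miR-200a at 3.51 (SE 0.93), with adjusted p = 0.0569 for the list from limma's camera and adjusted p = 0.313 with an estimated correlation. In camera the list also did not pass with RLE or the upper quartile, and passed with library size only, with TMM outside the DLK1-DIO3 cluster, and without any 1 MAT library but MAT E-/E+ replicate 2. miR-200b was at 244 and 432 CPM in MAT E+/E- replicate 2 and MAT E-/E+ replicate 3 and at most 10.7 CPM in the other 10 libraries. miR-194, abundant in liver, rose by 3.12 (SE 0.68), with 485 and 477 CPM in the same 2 libraries against 28.9 to 131 in the other MAT libraries. miR-21 of fibroblasts rose by 2.39 (SE 0.56), while miR-199a-3p of the same list was at 0.27 (SE 0.42), and miR-150 of lymphocytes rose by 2.00 (SE 0.56). miR-143 of smooth muscle was at 1.13 (SE 0.59) and did not pass with TMM. Counts adjusted over the list alone were 1 of 2 tested for the fibroblast list and 1 of 1 for the blood list (miR-150). They were 1 of 1 for the liver and neural list (miR-194) and 0 of 1 for the vascular list (miR-143). With RLE and the upper quartile, miR-143 (1.92 and 2.29) and miR-199a-3p (0.94 and 1.18) were higher, and miR-143 was also higher, at 1.73 to 2.22, without any 1 of 5 libraries, FETAL E+/E- replicate 3, FETAL E-/E+ replicate 1, MAT E+/E- replicate 2, MAT E-/E+ replicate 1 and MAT E-/E+ replicate 3. With TMM outside the DLK1-DIO3 cluster, miR-21 (1.10), miR-150 (0.63) and miR-143 (-0.14) did not pass and miR-199a-3p was lower, at -1.09, and with library size only miR-150 (1.19) did not pass. Without the 2 libraries high in miR-200, an alternative chosen after seeing the data, miR-200c was at 2.96 (adjusted p = 0.00483 from edgeR), miR-200b at 2.02 (adjusted p = 0.0577 from edgeR) and miR-200a at 1.58 (adjusted p = 0.124 from edgeR).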

Developmental age did have an impact on the miRNA profile of the longissimus. Several miRNA identified in the current study have been previously identified in skeletal muscle. miR-133 is considered a muscle specific miRNA because it is preferentially expressed in skeletal muscle tissue [31]. miR-133 is reported to promote myoblast proliferation and fusion in addition to muscle growth [31]. miR-29a is involved with satellite cell activation and proliferation, and by extension muscle hypertrophy [32]. The conversion of oxidative fibers to glycolytic is facilitated by miR-22-3p [33]. miR-22-3p has been previously identified in ovine muscle tissue [18]. An overexpression of miR-410 has been shown to increase myoblast proliferation [34]. The current results show that dramatic changes occur in the miRNA transcriptome of the longissimus during the period of prenatal to postnatal muscle hypertrophy and these sequencing results were confirmed by qPCR.

KEGG pathway analysis showed enrichment of the PI3K-ATK pathway. The PI3K-AKT pathway has been shown to be directly involved with myoblast proliferation and muscle growth in chick embryos, and inhibition of the pathway results in reduced muscle mass [35]. The current study showed that the PI3K-AKT pathway had several enriched genes that could contribute to increases in muscle hypertrophy.

Additional assessment of mRNA known to be influential in muscle growth and hypertrophy or miRNA production and maturation were assessed using qPCR. PAX7 is a marker for satellite cells, muscle progenitor cells [36]. Increased expression of PAX7 is indicative of a larger satellite cell population in the muscle tissue, which is consistent with previous literature examining satellite cell populations during muscle development [37, 38]. Mycotoxin exposure during LATE gestation increased PAX7 expression at the FETAL developmental stage, however, muscle mass was not increased postnatally. PAX7 expression can be variable within the satellite cell population, and cells producing more PAX7 are less likely to activate and fuse with myofibers to increase hypertrophy [39]. The MSTN protein, a member of the TGFB super family, is a negative regulator of muscle growth and can bind with TGFBR1 protein [40]. Neither of these genes were altered by mycotoxin exposure or animal age indicating that they are consistently expressed during development and show some tolerance of environmental factors. The protein SMAD4 acts in the downstream signaling of MSTN to activate the transcription of target genes [40]. Additionally, TAK1 acts in the p38 MAPK signaling pathway, in response to MSTN, independently of SMAD signaling [41]. The MTOR signaling pathway has been shown to be involved in muscle growth and development as well as muscle related diseases through a variety of signaling ligands including MSTN [42]. While MSTN expression was not altered by developmental age, downstream signaling pathway proteins were altered by advancing animal development and muscle hypertrophy.

Ovine satellite cells were cultured to determine changes in miRNA expression during proliferation and differentiation to gain a better understanding of how they are involved in muscle growth. miRNA expression changes during the proliferation and differentiation phases of satellite cell development [43]. Postnatal muscle growth consists of hypertrophy directly influenced by satellite cell populations [39]. The majority of miRNA are upregulated during satellite cell differentiation [39]. miR-22-3p overexpression promotes myoblast differentiation and reduces proliferation [44]. miR-133a has been shown to indirectly target solute carrier family 2 member 4 (SLC2A4 or GLUT4) and increase cell proliferation and differentiation in chick skeletal muscle [45]. miR-27b increases satellite cell proliferation by targeting the negative regulator of muscle growth MSTN [46]. Mouse myoblast proliferation is inhibited by miR-29a [47]. miR-29a targets Protein Kinase B gamma and reduces the expression of mRNA and protein abundance. McFarlane et al. [8] showed that MSTN regulates satellite cell self-renewal via extracellular signal-regulated kinase 1/2 mitogen activated protein kinase pathway and the subsequent regulation of PAX7. In the current study, miRNA expression increased from day 1 of proliferation to day 4 for miR-27a, 22-3p, and 133a. Additionally, miR-29a, 22-3p, and 133a expression increased during satellite cell differentiation. These results indicate that these miRNAs are involved in satellite cell proliferation and differentiation and, by extension, muscle fiber hypertrophy.

## Conclusions

Mycotoxin exposure during LATE gestation had long-term impacts that resulted in lower body weight and longissimus muscle weight at MAT age. These differences in muscle mass were associated with reductions in the cross-sectional area or hypertrophy of the muscle fiber in lambs exposed to mycotoxins during LATE gestation. These results indicate that mycotoxin exposure during LATE gestation can alter postnatal muscle hypertrophy in sheep; however, these changes do not appear to be regulated by the miRNA profile in the longissimus muscle. Many miRNAs were differentially expressed during postnatal growth. In vitro satellite cell cultures showed that miR-29a, -27a, -22-3p, and -133a are elevated during proliferation and differentiation, indicating that these miRNAs are involved in postnatal skeletal muscle hypertrophy.

## Materials and methods

### Experimental design

All animal experimental procedures were reviewed and approved by the Clemson University Institutional Animal Care and Use Committee (AUP 2014–081). All methods are reported in accordance with ARRIVE guidelines for the reporting of animal experiments. Pregnant ewes were randomly assigned to mycotoxin treatments (E +  = 1.77 mg/head/d of ergovaline/ergovalinine or E- = 0 mg/head/d of ergovaline/ergovalinine) that were fed during mid- (gd35-85; E + /E-, control, MID) or late- (gd86-133 or parturition; E-/E + , LATE) gestation [19, 48]. In experiment one, pregnancies (*n* = 8/mycotoxin treatment; E + /E- and E-/E +) were terminated at gd133 to obtain fetal measurements and longissimus muscle samples (FETAL developmental stage). In experiment two, pregnant ewes (*n* = 27) were randomly assigned to a mycotoxin treatment [E + /E- (MID) or E-/E + (LATE)] and went to term (average of 145 d). Lambs remained with the dam until weaning at 75 d of age. Castrated male lambs (*n* = 10/mycotoxin treatment) were then individually fed a high concentrate diet until they reached 56 kg at an average of 236 d of age (MAT, maturity, developmental stage) and were harvested to obtain carcass measurements and longissimus muscle samples. A schematic diagram of the maternal treatment and developmental stage at sample collection is provided in Supplemental Table 2.

Longissimus muscle samples were collected from a subsample of lambs (*n* = 12 total; *n* = 3/treatment/developmental stage) that were representative of the mean body weight for each mycotoxin treatment at that developmental stage for miRNA sequencing and muscle fiber typing. Longissimus muscle samples were immediately frozen in liquid nitrogen and stored at -80 °C for subsequent ribonucleic acid (RNA) extraction. Longissimus muscle samples were also placed in a form and covered in optimal cutting temperature solution (Fisher Scientific, Waltham, MA), snap frozen in liquid nitrogen, and stored at -80 ºC for subsequent histology processing. Additional details on experimental design is available [18, 19, 48].

### Muscle fiber histology

Samples were collected and processed using methods previously established with modifications [18]. Muscle samples were cryosectioned at a thickness of 10 µm. Two sections per animal were used for analysis of fiber types. Cryosections of muscle samples were stained using primary antibodies to myosin heavy chain (MHC)-fast (My-32 mouse IgG1, Abcam Cat# ab51263, RRID:AB_2297993), MHC-slow (BA-F8 mouse IgG2b, Hybridoma Bank, DHSB Cat# BA-F8, RRIDAB_10572253), MHC-Type IIa (SC-71 mouse IgG1, Hybridoma Bank, DHSB Cat# SC-71, RRID:AB_2147165), and MHC-Type IIx (6H1 mouse IgM, Hybridoma Bank, DHSB Cat# 6H1, RRID:AB_1157897), and Alexa Fluor 546 goat anti-mouse IgG1 secondary antibody (Thermo Fisher Scientific Cat# A-21123, RRID:AB_2535765), Alexa Fluor 488 goat anti-mouse IgG2b secondary antibody (Thermo Fisher Scientific Cat# A-21141, RRID:AB_2535778), or Alexa Fluor 488 goat anti-mouse IgM secondary antibody (Thermo Fisher Scientific Cat# A-21042, RRID:AB_2535711), respectively. Sections were also counterstained with DAPI at 5 µg/mL to highlight nuclei (Invitrogen) and Alexa Fluor 633 wheat germ agglutinin at 10 µg/mL (Invitrogen) to outline muscle fibers [49]. Stained muscle sections were mounted in Prolong Gold and samples were imaged using a GE INCell Analyzer 2500HS widefield microscope system (Cytiva, Marlborough, MA) equipped with a Nikon 20X objective (N.A. = 0.75). At least ten unique sample regions were imaged per section using a BGOFR filter cube (DAPI, blue, Ex;Em 390/18;433/47), 488 nm (Alexa Fluor 488, green, Ex;Em 475/28;512/23), 532 nm (Alexa Fluor 546, orange, Ex;Em 542/27;588/47), and 635 nm (Alexa Fluor 633, magenta, Ex;Em 632/22;676/48). The number of Type I and II fibers were counted and cross-sectional area of myofibers was measured using ImageJ software (NIH, https://imagej.nih.gov/ij/docs/guide/146-1.html) by a single trained individual. Then, within the Type II fibers the proportion of Type IIa and IIx fibers was determined using ImageJ software by a single trained individual.

### miRNA sequencing

Total RNA was extracted from longissimus muscle using Trizol reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA) according to the manufacturer. RNA was treated with a DNA-free Kit (Ambion, Carlsbad, CA) according to the manufacturer to remove any genomic deoxyribonucleic acid (DNA) contamination. Total RNA was quantified using a Nanodrop 1000 spectrophotometer (Thermo Fisher). RNA integrity numbers (RIN) were generated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and all RIN values were above 7.6. Total RNA was stored at -80ºC until being shipped on dry ice to Novogene (Durham, NC) for library preparation and sequencing.

A small RNA library was constructed from 3 μg total RNA per sample and index primers were added using NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB, USA.) according to the manufacturer’s recommendations. Library quality was evaluated with an Agilent Bioanalyzer 2100. Indexed samples samples were clustered using a cBot Cluster Generation System and a TruSeq SR Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. The prepared libraries were then sequenced using an Illumina HiSeqX platform and 50 base pair single-end reads were generated.

A schematic diagram for miRNA sequencing analysis is presented in Supplemental Fig. 1. The total number of raw reads was 358,464,706 with a minimum of 23,135,302 reads per individual sample and all samples had a Q30 of > 98.39%. 

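The paper's reported total is 358464706 raw reads, with a minimum of 23135302 per sample. The counts used here are those that the authors assigned to miRNAs after trimming, size selection and mapping, 47727136 over the 12 libraries. They range from 965012 to 10680597 per library with a median of 2803016, and the median was 5858400 at FETAL and 1575816 at MAT. A miRNA with no count in a library of 965012 counts may hold up to 3.11 CPM, and in a library of 10680597 counts up to 0.281 CPM, on a limit of 3 counts that covers counting error only.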

Reads containing > 10% N (0.020%), 5’ primer contaminants (0.047%), or did not contain the 3’ primer and the insert tag (3.759%) were excluded from the data. The 3’ primer sequence was trimmed and reads containing poly A/T/G/C (0.063%) were excluded using Novogene custom perl and python scripts. Reads smaller than 18 nucleotides or greater than 35 were removed from analysis (2.84%). The remaining reads (93.29%) were used for mapping.

Reads were mapped to the reference genome, Ovis aries (TEXEL) ensembl release 96, using Bowtie [50]. Known miRNA were identified with mirdeep2 [51] and srna-tools-cli [52] with miRBase 20.0 as a reference. RepeatMasker was used to remove reads from protein-coding genes, repeated sequences, rRNA, tRNA, snRNA, and snoRNA. Reads that went unmapped were analyzed using miREvo [53] and mirdeep2 based on characteristics of a hairpin structure: the secondary structure, Dicer cleavage site and minimum free energy of the small RNA to predict potentially new miRNAs. miRNA expression was normalized and estimated as transcripts per million [54]. Additional data analysis was provided by the Clemson University Genomics and Bioinformatics Facility. Specifically, target genes for miRNAs were predicted using miRanda [55]. The list of unique target messenger RNA (mRNA) was made from cleaning the list of predicted mRNA of duplicates. The most significant log_2_ fold change from miRNA differential expression that had a *P*_*adj*_ < 0.05 was retained for each unique mRNA and these values were used for enrichment analysis. Enrichment analyses of target mRNA predicted from differentially expressed miRNA, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG), were preformed using clusterProfiler [56].

### PCR

Complementary DNA (cDNA) for mRNA expression analysis was made with qScript cDNA SuperMix (Quanta Bio, Beverly, MA) according to the manufacturer and stored at -20ºC. PowerUp™ (ThermoFisher) SYBR™ green and a Quant Studio 3 Real-Time PCR System (ThermoFisher) were used for mRNA expression analysis according to the manufacturer. The polymerase chain reaction (PCR) program used was a standard program of 2 min at 50ºC, 2 min at 95ºC, and 40 cycles of 95ºC for 15 s, 60ºC for 15 s, and 72ºC for 1 min. Primers for PCR were designed to span exon boundaries using PrimerQuest™ tool (IDT; Coralville, IA; Table 2). Expression of mechanistic target of rapamycin (MTOR), transforming growth factor beta receptor 1 (TGFBR1), paired box 7 (PAX7), myostatin (MSTN), Smad4, and transforming growth factor beta activated kinase 1 (TAK1) were examined due to their involvement in muscle growth. Beta-actin (ACTB), glyceraldehyde 3-phosphate dehydrogenase (GAPDH), cyclophilin B protein (CYC), tubulin (TUB), and ribosomal protein S9 (RPS9) were examined as housekeeping genes using RefFinder [57]. ACTB and RPS9 were determined to be the most stable and used for geometric mean normalization.

**Table 2:** Primer sequences for qPCR analyses of mRNA involved in muscle growth and miRNA validation of sequencing data

Gene	Forward, 5’-3’	Reverse, 5’-3’	Efficiency
mRNA			
MTOR	GACCTTCTGCCTTCACAGATAC	CTCCTTCTTGACACAGCTTAGG	1.05
TGFBR1	ACCAGGACCACTGCAATAAA	AGTGCGGTTATGGCAGATATAG	1.05
Smad4	GGATGACCTCCGTCGTTTATG	TGATGCTCTGTCTTGGGTAATC	1.02
PAX7	GACCACAGGCTGAGAAAGAA	GACGCTATTTACAGGGCTAGAG	1.03
MSTN	AGTACGATGTCCAGAGAGATGA	TATCCACAGTTGGGCCTTTAC	1.02
TAK1	GACGCACATGACCAACAATAAG	AGCCCACATGATACGGAAAG	0.97
RPS9	GTGAGGTCTGGAGGGTCAAA	GGGCATTACCTTCGAACAGA	0.97
TUB	CGAGAGCTGTGACTGTCTGC	GGCATGACGCTAAAGGTGTT	1.01
CYC	GGTCATCGGTCTCTTTGGAA	TCCATCACACGATGGAA	1.01
ACTB	GGGCAGTGATCTCTTTCTGC	CTCTTCCAGCCTTCCTTCCT	1.03
GAPDH	GGGTCATCATCTCTGCACCT	GGTCATAAGTCCCTCCACGA	0.98
miRNA			
miR-22-3p	AAGCUGCCAGUUGAAGAACUG		1.00
miR-29a	UAGCACCAUCUGAAAUCGGUU		1.00

For miRNA gene expression, TaqMan miRNA reverse transcription kit (ThermoFisher) was used to convert miRNA to cDNA. TaqMan Small RNA Assay was used for miR-22-3p (assay no. 242214; catalog no. 444886; ThermoFisher) and miR-29a (assay no. 000412; catalog no. 4427975; ThermoFisher). miRNA sequences for *Ovis aries* were obtained from miRBase and used to find miRNA sequences that matched in the TaqMan assay database (ThermoFisher). For housekeeping gene, the U6 snRNA TaqMan Assay (assay no. 001973; catalog no. 4427975; ThermoFisher) was used as recommended by the manufacturer for normalization of miRNA gene expression. qPCR was conducted using the TaqMan PCR assay kit and a QuantStudio3 Real-Time PCR system according to manufacturer instructions. mRNA reactions were performed in duplicate and miRNA reactions were performed in triplicate.

### In vitro

To determine the role of the miRNA identified through sequencing, we conducted in vitro experiments to assess the expression of miR-29a, -22-3p, -133 and -27b during satellite cell proliferation and differentiation. Ovine satellite cells were isolated from the longissimus muscle of male lambs according to Li et al. [58] and Danoviz and Yablonka-Reuveni [59]. Cells were resuspended in a pre-plating media [Dulbecco’s modified eagle’s medium (DMEM; Gibco, Thermo Fisher) + 10% fetal bovine serum (FBS; Avantor, VWR, Radnor, PA) + 1% penicillin/streptomycin (Corning, VWR)] for 2 h in a T-75 flask to allow for removal of debris. After 2 h, cells were be transferred to a new T-75 flask for an additional 24 h to facilitate additional debris removal and increase cell population purity by selective adhesion [60]. Following pre-plating, satellite cells were plated on 0.1% gelatin coated T-25 plates for propagation, allowed to reach 80% confluence, and passaged twice. Additionally, an aliquot of cells was plated in a 0.1% gelatin coated 96 well plate at a density of 5,000 cells/well and allowed to plate for 24 h before being fixed and stained for PAX7 to assess population purity [61]. In brief, Cells were fixed and stained with a primary antibody for PAX7 (1:4, PAX7 mouse IgG1, Hybridoma Bank, DSHB Cat# PAX7, RRID:AB_528428) and goat anti-mouse IgG1 cross-adsorbed secondary antibody (1:1000, Thermo Fisher Scientific, Cat# A-10530, RRID:AB_2534035). Cells were also stained with Hoechst 33,342 (10 μg/mL, Thermo Fisher Scientific) to visualize the nucleus. Cells were imaged immediately using a Cytation1 (BioTek) with a 10X objective. At least 5 unique sample regions were imaged per well using a DAPI filer cube (DAPI, blue, EX;Em 377/50;447/60) and a Texas Red filter cube (Texas Red, red, Ex;Em 586/15;647/57). Satellite cell population purity was assessed as the number of cells expressing PAX7 protein divided by the total number of cells. Satellite cell population purity was 95%. Cells were pelleted following the propagation, counted with a hemocytometer, and frozen [DMEM (Gibco, ThermoFisher) + 20% FBS (Avantor, VWR) + 10% dimethylsulfoxide (Corning, VWR)] for later experiments.

Satellite cells were plated at 20,000 cells/well in 0.1% gelatin coated 24 well plates. Cultures were grown for 4 d in growth media [DMEM (Gibco, ThermoFisher), 20% FBS (Avantor, VWR), 1% penicillin/streptomycin (Corning, VWR), and 0.1% gentamicin (VWR)]. Cultures were differentiated for 4 d in differentiation media [DMEM low glucose (Gibco, ThermoFisher), 2% FBS (Avantor, VWR), 1% penicillin/streptomycin (Corning, VWR), and 0.1% gentamicin (VWR)]. Cells were collected for RNA extraction using Trizol at d 1 and 4 of proliferation and d 4 of differentiation. Experiments were run in duplicate.

### Statistical analysis

Histology data, and mRNA and miRNA qPCR results were analyzed as a 2 × 2 factorial using the GLM procedure of SAS with maternal fescue treatment (E + /E- or E-/E +), developmental stage (FETAL or MAT), and two-way interactions as fixed effects in the model. For histology data, slide replicate was included as a random effect. Significance was determined at *P* < 0.05. Differential expression analysis of miRNA expression was conducted using DESeq R package (1.8.3) and *P* values were adjusted with the Benjamini and Hochberg method [62]. Significance was determined at *P*_*adj*_ < 0.05. Lamb was the experimental unit for all the above analyses. Satellite cell culture (*n* = 2) miRNA expression was analyzed at day 4 of proliferation and differentiation and compared to day 1 of proliferation as the control. Replicate was the experimental unit for the satellite cell culture data. Significance was determined at *P* < 0.05.

## Supplementary Information

**Additional file 1: Supplemental Figure 1. **Schematic diagram of miRNA sequencing analysis pipeline.

**Additional file 2: Supplemental Table 1. **Differential expression of miRNA in longissimus muscle by developmental stage (FETAL = gd133; MAT = near maturity).

**Additional file 3: Supplemental Table 2. **Schematic diagram of the treatment structure and sample collection times. Maternal mycotoxin treatments (E+ = 1.77 mg/head/d of ergovaline/ergovalinine or E- = 0 mg/head/d of ergovaline/ergovalinine) that were fed during mid- (gestational d 35-85; E+/E-, control, MID) or late- (gestational d 86-133 or parturition; E-/E+, LATE) gestation. FETAL samples were collected on d 133 of gestation, MAT samples were collected near maturity (56 kg body weight, average 236 d of age.

## Data Availability

The datasets generated and analyzed during the current study are available in Gene Expression Omnibus GEO (GSE195597).

## Abbreviations

ACTB: Beta-actin
AKT: Protein Kinase B
BW: Body weight
cDNA: Complementary DNA
CYC: Cyclophilin B protein
DMEM: Dulbecco’s modified eagle’s medium
DNA: Deoxyribonucleic acid
E-: Endophyte-free tall fescue
E +: Endophyte-infected tall fescue
FBS: Fetal bovine serum
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GLUT4: Glucose transporter type 4
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MHC: Myosin heavy chain
miRNA: Micro ribonucleic acid
mRNA: Messenger ribonucleic acid
MSTN: Myostatin
MTOR: Mechanistic target of rapamycin
PAX7: Paired Box 7
PBS: Phosphate Buffered Saline
PCR: Polymerase chain reaction
PI3K: Phosphoinositide 3 kinase
qPCR: Quantitative polymerase chain reaction
RIN: RNA integrity number
RNA: Ribonucleic acid
RPS9: Ribosomal protein S9
TAK1: Transforming growth factor beta activated kinase 1
TGFBR1: Transforming growth factor beta receptor 1
TUB: Tubulin

# Supplementary material for: Impact of fetal exposure to mycotoxins on longissimus muscle fiber hypertrophy and miRNA profile
**Source:** BMC Genomics. 2022 Aug 16;23:595. doi: 10.1186/s12864-022-08794-0
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure 1. Schematic diagram of miRNA sequencing analysis pipeline.

**Supplemental Figure 1.** Schematic diagram of miRNA sequencing analysis pipeline.

Raw Data

Quality control and data cleaning

Reference-based Mapping

sRNA classification and quantification

Known miRNA

Novel miRNA prediction

Differential expression analysis

Targeted gene prediction of differentially expressed miRNA

GO enrichment

KEGG enrichment

# Supplementary material for: Impact of fetal exposure to mycotoxins on longissimus muscle fiber hypertrophy and miRNA profile
**Source:** BMC Genomics. 2022 Aug 16;23:595. doi: 10.1186/s12864-022-08794-0
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Table 1. Differential expression of miRNA in longissimus muscle by developmental stage (FETAL = gd133; MAT = near maturity).

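Supplemental Table 1 gives, for each miRNA past the paper's threshold, the mean level at FETAL and at MAT, the log2 fold change of MAT against FETAL and the adjusted p. A positive value is a miRNA higher at MAT. It lists 120 miRNAs, 99 known and 21 predicted. Of these 103 could be tested here, all with the sign of the table's log2 fold change, and 85 passed an adjusted p of 0.05 in edgeR with TMM. The 18 others that were tested are all higher at MAT in the table. Another 7 miRNAs passed here and are not in the table, all lower at MAT. In 8 of its 120 entries the mean of a stage is 0, so that the fold change has no finite value from the means alone.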

**Supplemental Table 1.** Differential expression of miRNA in longissimus muscle by developmental stage (FETAL = gd133; MAT = near maturity).

# Supplementary material for: Impact of fetal exposure to mycotoxins on longissimus muscle fiber hypertrophy and miRNA profile
**Source:** BMC Genomics. 2022 Aug 16;23:595. doi: 10.1186/s12864-022-08794-0
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental Table 2. Schematic diagram of the treatment structure and sample collection times. Maternal mycotoxin treatments (E+ = 1.77 mg/head/d of ergovaline/ergovalinine or E- = 0 mg/head/d of ergovaline/ergovalinine) that were fed during mid- (gestational d 35-85; E+/E-, control, MID) or late- (gestational d 86-133 or parturition; E-/E+, LATE) gestation. FETAL samples were collected on d 133 of gestation, MAT samples were collected near maturity (56 kg body weight, average 236 d of age.

**Supplemental Table 2.** Schematic diagram of the treatment structure and sample collection times. Maternal mycotoxin treatments (E+ = 1.77 mg/head/d of ergovaline/ergovalinine or E- = 0 mg/head/d of ergovaline/ergovalinine) that were fed during mid- (gestational d 35-85; E+/E-, control, MID) or late- (gestational d 86-133 or parturition; E-/E+, LATE) gestation. FETAL samples were collected on d 133 of gestation, MAT samples were collected near maturity (56 kg body weight, average 236 d of age.

|  | **Maternal Mycotoxin Treatment^1^** | |
| --- | --- | --- |
| **Developmental stage samples were collected** | **E+/E-** | **E-/E+** |
| **FETAL** gestational day 133 | Pregnant ewes (n = 8)   - Subsample used for analysis (n = 3 fetuses; 1 male fetus/ewe) | Pregnant ewes (n = 8)   - Subsample used for analysis (n = 3 fetuses; 1 male fetus/ewe) |
| **MAT** near maturity | Pregnant ewes (n = 13)   - Castrated males (n =10) fed to 59 kg body weight   - Subsample used for analysis (n = 3 lambs) | Pregnant ewes (n=14)   - Castrated males (n = 10) fed to 59 kg body weight   - Subsample used for analysis (n = 3 lambs) |

^1^E+ (endophyte-infected tall fescue seed containing ergovaline/ergovalinine) or E- (endophyte-free tall fescue seed without ergovaline/ergovalinine) was fed to ewes individually from gestational day 35 to 85 or gestational day 86 to 133, which is denoted by the ‘/’.

How the deposited data were processed for this re-analysis (not part of the article)

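miRNAs were sequenced from longissimus muscle of 12 male lambs, 3 in each group of stage (FETAL or MAT) and maternal treatment (E+/E- or E-/E+), and each library is 1 lamb. The authors deposited raw counts of reads per mature miRNA, 1 column per library, with no normalization. They trimmed and size-selected the reads, mapped them with Bowtie (0.12.9 in the submitters' processing notes) to the Texel sheep genome, counted known miRNAs with mirdeep2 and srna-tools-cli against miRBase, removed reads of coding genes, repeats and other RNA classes, and predicted further miRNAs with miREvo and mirdeep2. The paper tested the counts with DESeq, for which the submitters' notes name version 1.12.0 and the paper another version.

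From the deposited counts, the following was computed in R 4.3.3. CPM are counts scaled to the total over all 456 miRNAs of a library, given as mean and SD over the 6 lambs of a stage. For tests, filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15) kept 148 of the miRNAs, TMM factors were computed, and a quasi-likelihood model (glmQLFit, robust) was fitted to all 12 libraries with 1 mean per group. MAT was compared with FETAL averaged over treatments and within each treatment, E-/E+ with E+/E- within each stage and averaged, and the interaction of both was tested. P-values were adjusted by Benjamini-Hochberg over the miRNAs of a comparison, with a threshold of 0.05. miRNA lists with at least 3 members tested were compared with the other miRNAs by camera of limma 3.58.1 (preset correlation 0.01), and also with an estimated correlation and with fry. In all 15 lists were fixed, of which 10 had enough members. Principal components were computed from log2 CPM (TMM, prior count 2), centred and not scaled, and single values were compared by exact permutation tests. With 3 lambs against 3, an exact permutation test cannot go below p = 0.1.

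The test was tried on counts simulated from the means and library sizes of the 148 miRNAs, in 20 sets with 40 miRNAs changed in each. For the age comparison it recovered 62.2% of changes of log2 2 and 97.8% of changes of log2 4, and 4.62% of its calls were false. The simulated changes were raised and lowered in equal number, so that the assumption of TMM was met. These shares may therefore not hold for the real age comparison, where 92 of 148 miRNAs passed and 67 of them were lower. In the simulated FETAL treatment comparison 5.24% of calls were false. The smallest library, at 965012 counts, sets the limit for rare miRNAs. Limits from a count of 0 are taken as 3 counts and cover counting error only, since reads without molecular identifiers are not independent molecules.

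With the exceptions given below, the miRNAs named in the text follow a rule set before the data were examined. It takes every miRNA the paper names and the 5 most abundant of each stage. It takes the 10 largest changes in each direction past the threshold, with a mean of at least 10 CPM and no overlap between stages. From each list it takes up to 4 with the smallest p. From each treatment comparison it takes the miRNAs past the threshold, or else the 2 smallest p in each direction. Up to 4 predicted miRNAs are added. Exceptions, named after their values were seen, include novel_181, novel_567 and miRNAs with large weights on the second principal component or on the axis within stages. Supplemental Table 1 had been seen when the rule and the lists were written. The alternatives set before the data were examined were 4 other scalings, DESeq2 1.42.0, no filter and a stricter one (mean CPM of at least 10), known miRNAs only, the replicate number as a block, a fit without robust dispersion, other designs, other list tests, and leaving out each library. Added after seeing the data were leaving out 3 libraries apart on the second principal component, leaving out 2 libraries high in miR-200, thinning every library to 965012 counts, 1 surrogate variable (sva 3.50.0), and the let-7b level as a covariate. Names of miRNA genes were matched to a table of a sheep assembly (ARS-UI_Ramb_v3.0) that differs from the authors' build, for 121 of 122 known miRNAs tested. It was used for names and neighbours, and no coordinates are given.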

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

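The tests of library batches, of a mislabelled or mixed stage and of a few miRNAs taking most of the counts, and of maternal treatment for the miR-200 miRNAs, were chosen after their results were seen, as were the libraries left out and the thinning. In groups of 6 libraries, 19 of 62 groups held a library far from the other 5 by Dixon's 95% critical value. For normal values and independent groups, chance gives about 1 in 20, or 3.1. CPM need not be normal and the measures overlap, so the 19 cannot be set against this number.

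MAT E-/E+ replicate 2 stood apart from the other 5 MAT libraries in 12 measures. It had the highest share of counts from the DLK1-DIO3 cluster (3.52% against 1.08% to 1.4%), of predicted miRNAs (1605 CPM), of miR-133 (406281 CPM), of miR-22-3p (3850 CPM), of miR-381-3p (6616 CPM against 1977 to 2939), of miR-127 (24446 CPM against 2786 to 4786), of novel_120 (277 CPM against 88.8 to 156), of miR-543-3p (549 CPM against 126 to 255) and of let-7a (50031 CPM against 16893 to 21682), and the highest second component score (20.3). It had the lowest let-7i (16472 CPM against 32881 to 39600) and miR-10b (21151 CPM). FETAL E+/E- replicate 1 had the highest miR-22-3p (496 CPM), miR-410-3p (3707 CPM) and miR-299-5p (2819 CPM) of its stage. FETAL E+/E- replicate 3 had the highest let-7f (94949 CPM against 25936 to 51790) and novel_120 (0.527 CPM against 0 to 0.194, from 4 counts). FETAL E-/E+ replicate 3 had the highest miR-3956-5p (2057 CPM against 156 to 850) and MAT E+/E- replicate 1 the highest miR-329b-5p (1.94 CPM against 0 to 0.49, from 3 counts). In MAT E+/E- replicate 2 and MAT E-/E+ replicate 3, 3 miRNAs were at least 5 times higher than in each other library, novel_135, miR-200a and miR-200b.

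Libraries of a stage parted along an axis with let-7b, miR-181a and miR-541-5p on its higher side and miR-136, miR-382-3p and miR-106a on its lower side, which held 46.7% of the variance within stages. Sampling depth is argued against, since thinning left 0.921 of the range of the score. FETAL E+/E- replicate 3, FETAL E-/E+ replicate 1 and MAT E-/E+ replicate 2, set apart, had the largest totals of their stages (7596683, 10680597 and 3567134 counts). What else may go with depth was not tested. On the first principal component, computed without labels, these scored -9.90, -14.0 and 10.8, on the side of their stage, which argues against a mislabelled stage. novel_120, in the range of the other stage in 0 of 3 libraries, cannot test this, as it was picked for having no overlap. MAT RNA in the 2 FETAL libraries is argued against by novel_120, at most 0.593% of that in the lowest MAT library, but by this 1 picked miRNA only. FETAL RNA in MAT E-/E+ replicate 2 stays open. A mix would lie between the stages, and 18 of 148 miRNAs there had a CPM more than 2-fold below each of the other 11 libraries (at most 6 in another library). But miR-133 held 40.6% of the counts of this library, which lowers the CPM of its other miRNAs, so this count cannot decide. Its cluster share and miR-127 lay toward FETAL. For maternal treatment, the score differed no more than in other regroupings within stages (exact permutation p = 0.505), and both FETAL treatments hold libraries at each end. Leading components within FETAL and within MAT correlated at 0.656 in size across miRNAs, as a difference between library batches may give, although any composition that both stages share would give it too and the labels name no batch.

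With the side of let-7b as a covariate, the age comparison gave 104 calls, 91 of them shared with those without it, and the treatment comparisons gave 0 with edgeR.

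miR-200a, miR-200b and miR-200c were higher at MAT, and RNA from epithelial cells in 2 MAT libraries is a candidate source. Without these libraries 1 of the 3 miRNAs passed in edgeR, miR-200c at 2.96 against 5.02 with them, and epithelial RNA in the other MAT libraries was not tested, so that the explanation stays open for all 3. Maternal treatment is argued against, because 1 of the 2 libraries is E-/E+ and the other E+/E-.

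The listed DLK1-DIO3 miRNAs were lower at MAT relative to the miRNAs not on the list, 9 of which lie in the same locus. A few miRNAs taking most of the counts is argued against, since with library size only it would lower the 85 others alike, and their median log2 fold change was 0.0756 (SD 2.65) against -4.11 for the cluster. So are the 3 libraries apart on the second component (the cluster relative to the others at -4.73 without them). After thinning this value was -4.27, which argues against unequal sampling alone. Thinning keeps the expected proportions of a library, so what else may go with depth was not tested. A hypothesis is that expression of the locus declines between late gestation and near maturity, which may be biological but was found and tested on the same libraries. Age is confounded with castration, the postnatal diet, the experiment and any difference in collection between the stages.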

How the results depend on the processing

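Leaving out 3 or 2 libraries, thinning, the surrogate variable and the let-7b covariate were chosen after seeing the data, and other alternatives before. The number changed by age (92) and lower at MAT (67) stayed within 1.5 times in each alternative, at 92 to 101 and 57 to 74 when 1 library was left out. The first component held 57.8% to 73.2% of the variance when 1 library was left out, 48.2% with no filter and 51.4% with each miRNA scaled to unit variance. Treatment and interaction gave 0 calls with edgeR and DESeq2 in each alternative, and 3, 12, 10 and 3 at an unadjusted p under 0.05 in edgeR for FETAL, MAT, averaged and interaction. miRNAs higher at MAT (25) were 40 with RLE, 43 with the upper quartile, 11 with TMM outside the cluster, 43 with DESeq2, 42 with no filter and 42 without the 3 libraries, and 23 to 40 leaving out 1 library (40 without MAT E-/E+ replicate 3). Predicted miRNAs (6) were 15 with no filter, 3 with the stricter filter, 3 after thinning and 11 with the let-7b covariate, and 4 to 10 leaving out 1 library (10 without MAT E+/E- replicate 2 and without MAT E-/E+ replicate 1). Lists by age (5) were 9 with no filter and 1 with an estimated correlation, and 4 to 6 leaving out 1 library. Lists by treatment (0) were 1 with RLE, the upper quartile, library size only, TMM outside the cluster and without the 2 miR-200 libraries, 3 with no filter, and 0 to 2 leaving out 1 library (1 without FETAL E+/E- replicate 1, FETAL E-/E+ replicate 1, MAT E+/E- replicate 1 or MAT E-/E+ replicate 1, and 2 without MAT E-/E+ replicate 3). Reversed were miR-148a (2.19 without the 3 libraries), miR-30a-3p (-0.0727) and miR-199a-3p (-1.09) with TMM outside the cluster. The other values of named miRNAs by age were the same in 670, passed in 98, moved in 51 and no longer passed in 17 in alternatives other than leaving out 1 library, which gave 579, 37, 18 and 1. Fewer miRNAs are tested under the stricter filter and more with none. Otherwise the cause was not tested. The replicate numbers do not pair the samples (correlations of deviations -0.58 to 0.50, 8 of 18 over 0.1, 5 of 12 libraries closest to their own number), and the replicate block gave 93 by age (27 higher, 66 lower), 5 predicted, 0 by treatment with edgeR and 5 lists, with miR-10a (1.35) and miR-143 (1.30) past the threshold. Depth limits miRNAs near 3.11 CPM in the smallest library.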

Differences from the paper's values

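The paper's counts and values below are at its threshold of an adjusted p of 0.05 from DESeq, and all settings named were set before the data were examined. The paper's Supplemental Table 1 gives 57 miRNAs higher at MAT and 63 lower, where 25 were higher and 67 lower here. RLE (40), the upper quartile (43), DESeq2 (43), no filter (42) and leaving out MAT E-/E+ replicate 3 (40) no longer differ from the table's higher count, and all other settings do. The paper's text states these numbers the other way round, with more miRNAs higher than lower at MAT. RLE and leaving out MAT E-/E+ replicate 3 differ from that statement too, and the upper quartile, DESeq2 and no filter do not by more than 1.5 times. The paper's count of predicted miRNAs is 21, with 20 higher and 1 lower, in text and table, where 6, 4 and 2 were found here. With no filter, 15 and 14 no longer differ from 21 and 20, and the remaining settings do. For the lower count of 1 against 2, RLE, the upper quartile, DESeq2, no filter, the stricter filter, the replicate block, the stage-only design and leaving out FETAL E+/E- replicate 1, FETAL E-/E+ replicate 1 or 3, MAT E+/E- replicate 1 or 3, or MAT E-/E+ replicate 1 or 3 no longer differ, and the remaining settings do.

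The paper's adjusted p and those here from edgeR were 2.44E-13 and 0.000133 for miR-133, 5.15E-37 and 1.42e-06 for miR-22-3p, 1.25E-22 and 1.09e-06 for miR-299-5p, 3.93E-27 and 3.46e-06 for miR-29a, 2.66E-23 and 4.94e-07 for miR-410-3p. None of the 23 settings brought these together.

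Log2 fold changes of 34 of 51 miRNAs compared differ by more than the SE of the value here. For those above 0, the paper's value and the value here were let-7f 1.65 and 0.93, let-7g 2.45 and 1.80, miR-106a 2.13 and 1.24, miR-106b 2.02 and 1.26, miR-10a 1.98 and 1.17, miR-10b 3.01 and 2.20, miR-133 4.02 and 3.38, miR-143 1.89 and 1.13, miR-150 2.60 and 2.00, miR-17-5p 1.90 and 1.17, miR-194 3.95 and 3.12, miR-199a-3p 0.91 and 0.27, miR-21 3.18 and 2.39, miR-22-3p 4.94 and 4.32, miR-23a 1.54 and 0.90, miR-23b 1.56 and 0.93, miR-25 0.95 and 0.38, miR-26a 2.94 and 2.24, miR-26b 2.88 and 2.21, miR-29a 5.22 and 4.59, miR-30a-3p 1.88 and 1.24, miR-30a-5p 2.32 and 1.62, miR-30b 4.27 and 3.47, miR-30c 2.49 and 1.85, miR-30d 2.28 and 1.73, miR-99a 1.34 and 0.69. For those below 0 they were miR-127 -2.00 and -2.71, miR-299-5p -4.39 and -4.94, miR-382-5p -3.60 and -4.08, miR-3958-5p -4.56 and -6.66, miR-409-5p -2.91 and -3.49, miR-410-3p -5.19 and -5.82, miR-485-3p -1.93 and -2.95, miR-655-3p -3.37 and -4.09. The value here of miR-3958-5p is a fitted one from 5 counts over MAT, none in MAT E-/E+, and not an exact fold. With DESeq2 none of the 34 still differs. With RLE 1 still differs (miR-3958-5p) and with the upper quartile 2 (miR-3958-5p and miR-382-5p). With no filter miR-127, miR-3958-5p and miR-485-3p still differ, with the stricter filter miR-3958-5p, and with known miRNAs only miR-3958-5p and miR-485-3p. With library size only, TMM outside the cluster and the fit without robust dispersion, all 34 still differ. The replicate block leaves 4 and the stage-only design 5 that no longer differ. Leaving out a library, the number that no longer differ is 7, 6 and 14 without FETAL E+/E- replicates 1, 2 and 3, 31, 7 and 5 without FETAL E-/E+ replicates 1, 2 and 3, 2, 33 and 7 without MAT E+/E- replicates 1, 2 and 3, and 33, 7 and 32 without MAT E-/E+ replicates 1, 2 and 3. The median difference over the 103 miRNAs of the table tested here was -0.65 with TMM, 0.0076 with RLE and 0.0063 with DESeq2. With DESeq2, 102 of the paper's miRNAs passed in both, and with RLE 95.

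The paper lists let-7f among the most abundant miRNAs at FETAL, where it was seventh here. It was among the first 5 with TMM-scaled library sizes and without FETAL E+/E- replicate 1, FETAL E-/E+ replicate 2 or FETAL E-/E+ replicate 3. The paper's other 4 miRNAs at FETAL and its 5 at MAT were also the first here.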

Other observations

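Tests of other splits of the libraries were set before their results were seen, and the neighbours of the cluster were counted afterwards. By the gene order of the ARS-UI_Ramb_v3.0 assembly, 72 tested miRNAs lie between GTL2 and DIO3. Of these 65 were lower at MAT and none was higher in edgeR, with a median log2 fold change of -3.61. The 9 among them that are not on the list of the DLK1-DIO3 cluster, which holds conserved members, had 7 lower and a median of -3.84. The let-7 miRNAs took 26.9% ± 7.99 (SD, n = 6) of the counts at FETAL and 23.3% ± 1.61 (SD, n = 6) at MAT (two-sided exact permutation test, p = 0.331).

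Among 100 splits of the stage labels within each treatment, the real one included, the split by age gave the most calls, 92 against 44 in the highest other. That other split keeps 5 of 6 libraries of a stage on one side. The share of 1 of 100 is the smallest these splits allow. A split that mixes the stages also holds the stage difference in its spread, which may lower its calls. For the predicted miRNAs the split by age gave 6 calls against 4 in the highest other (1 of 100), a small margin. For the number of lists past camera, 36 of 100 splits gave 5 or more, up to 7, so that number does not set the real split apart. For the listed cluster miRNAs, the real split gave a median relative to the miRNAs not on the list of -4.23 and 58 members changed, and the others at most 2.86 in size and 28 members. A separate set of 100 splits regrouped the treatment labels within each stage. There the treatment averaged over stages and the interaction gave 0 calls with edgeR in the real split and up to 4 and 4 in others, and DESeq2 gave 0 in both. At an unadjusted p under 0.05 edgeR gave 10 and 3. The treatment lists gave 0 against 2. For treatment within FETAL or MAT, in 10 splits each, edgeR gave 0 calls against 2 and 3 in the highest other. Because every split gives at least 0 calls (100 of 100, and 10 of 10 within a stage), these counts say nothing about chance.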
